# Sperm miRNAs— potential mediators of bull age and early embryo development

**DOI:** 10.1186/s12864-020-07206-5

**Published:** 2020-11-16

**Authors:** Chongyang Wu, Patrick Blondin, Christian Vigneault, Rémi Labrecque, Marc-André Sirard

**Keywords:** Paternal age, Sperm miRNAs, Embryonic development, Dairy bull, Epigenetics

## Abstract

**Background:**

Sperm miRNAs were reported to regulate spermatogenesis and early embryonic development in some mammals including bovine. The dairy cattle breeding industry now tends to collect semen from younger bulls under high selection pressure at a time when semen quality may be suboptimal compared to adult bulls. Whether the patterns of spermatic miRNAs are affected by paternal age and/or impact early embryogenesis is not clear. Hence, we generated small non-coding RNA libraries of sperm collected from same bulls at 10, 12, and 16 months of age, using 16 months as control for differential expression and functional analysis.

**Results:**

We firstly excluded all miRNAs present in measurable quantity in oocytes according to the literature. Of the remaining miRNAs, ten sperm-borne miRNAs were significantly differentially expressed in younger bulls (four in the 10 vs 16 months contrast and six in the 12 vs 16 months contrast). Targets of miRNAs were identified and compared to the transcriptomic database of two-cell embryos, to genes related to two-cell competence, and to the transcriptomic database of blastocysts. Ingenuity pathway analysis of the targets of these miRNAs suggested potential influence on the developmental competence of two-cell embryos and on metabolism and protein synthesis in blastocysts.

**Conclusions:**

The results showed that miRNA patterns in sperm are affected by the age of the bull and may mediate the effects of paternal age on early embryonic development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07206-5.

## Background

With genomic selection technologies, dairy cattle breeding companies can now use bulls for reproductive purpose at early pubertal stages with high reliability [1]. Compared to waiting until five years of age for progeny testing, this practice dramatically increases the speed of genetic gain by reducing generation intervals.

Puberty in bulls, which is initiated by systemic information of the neuroendocrine system, is defined as the age when the first ejaculation containing over 50 × 10^6^ million spermatozoa with at least 10% progressive motility is observed [2]. It is thus predictable that semen collected from younger bulls has lower sperm count, lower motility, and results in lower IVF rates compared to sperm collected from mature bulls [3]. A lack of functional mitochondria in sperm of prepubertal bulls was also observed which may explain the reduced motility of sperm at this age [3]. It would be interesting to identify factors that could potentially be affected by paternal age in order to better understand the effects of using younger bulls on embryo and offspring development.

During fertilization, sperm transfer not only the paternal genome, but also a variety of epigenetic information, including DNA methylation, histone retention and modifications, as well as small non-coding RNAs (sncRNAs) [4]. In contrast to genetic information which is relatively stable, epigenetic factors conveyed by male gametes are more vulnerable to environmental and physiological changes and are able to affect offspring health transgenerationally [5, 6]. Increasing evidence suggests that DNA methylation patterns, miRNAs, and modifications of retained histones are related to bull fertility status [7–10]. Moreover, differentially methylated regions (DMRs) were observed in sperm of bulls at different pubertal stages [3, 11, 12]. However, following DNA methylation reprogramming during embryogenesis, only a few DMRs were retained [11], suggesting that other epigenetic factors, such as sncRNAs, may potentially function as paternal transgenerational inheritance factors.

Sperm sncRNAs were initially regarded as residues of spermatogenesis. However, recent studies discovered that sncRNAs, such as miRNAs and tsRNAs, are sensitive to environmental, metabolic, and psychological stresses [6, 13, 14]. Such programming could then transgenerationally impact preimplantation embryos [15] and even offspring development [16]. Sperm cells carrying different miRNA and/or endo-siRNA deficiencies in *Dicer* and *Drosha* conditional knockout mice could still fertilize oocytes but the developmental potential of the resulting embryos was significantly reduced [17]. Individual miRNA studies also concluded that sperm-borne miR-34c is required for the first cell division in mouse embryos via targeting of the Bcl-2 mRNA [18]. In bovine spermatozoa, the microRNA pattern was demonstrated by deep sequencing [19]. However, whether the expression pattern of sperm-borne sncRNAs varies during the sexual maturation of young bulls is not clear and their functions in early embryonic development have not been described yet.

The objective of this study was to assess the potential differences between small non-coding RNAs in semen of bulls collected at 10, 12, and 16 months of age (pre-, peri-, and post-pubertal stages, respectively). More than a thousand bovine miRNAs were identified, and ten sperm-borne miRNAs were significantly differentially expressed in younger bulls. These miRNA targets are associated with developmental and metabolic pathways such as TGF-β, PI3K/AKT, oxidative phosphorylation and mitochondrial dysfunction in pre-implantation embryos, thus may mediate paternal age effects on early embryonic development.

## Results

### Bovine sperm small RNA purification

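Small RNA from the sperm of 4 Holstein bulls was sequenced when the bulls were 10, 12 and 16 months old, which gave 12 libraries, 1 for each bull at each age. The libraries were made with a kit that ligates an adapter to each end of the RNA, reverse transcribed, amplified by PCR and size-selected on a gel. The authors quality-trimmed the reads with Trimmomatic, aligned them with bowtie to a synthetic reference of bovine miRNAs, tRNAs and other non-coding RNAs, and deposited the number of reads on each reference sequence without normalization. The reference lists 5481 sequences, of which 811 are miRNA hairpins, 784 are mature miRNAs, 61 are tRNAs named by amino acid and anticodon, and 3825 are other transcripts listed by Ensembl identifiers. Total counts per library ranged from 2167864 to 5119360 at 10 months (median 3364184), from 3306357 to 3853639 at 12 months (median 3546784) and from 1914389 to 3448801 at 16 months (median 3129846). The total was higher at 12 than at 16 months in 4 of 4 bulls (exact two-sided permutation test within bulls, with the smallest p that the 16 sign patterns of 4 pairs allow, which is above 0.05). Between 10 and 16 months it was higher in 3 of 4 bulls (exact two-sided permutation test, p = 0.375). Each contrast was tested on its own 8 libraries with edgeR's quasi-likelihood test, TMM normalization and the bull as a block, since each bull served as its own control. Every sequence with at least 1 count in the libraries of a contrast was tested. Sequences were called as in the paper, at a fold change of at least 1.5 with an unadjusted p of at most 0.05, and also after Benjamini-Hochberg adjustment over all sequences tested. How reads that match several copies of a miRNA were counted is not stated in the paper's text, so values of miRNAs with near-identical copies are uncertain. The paper's Methods describe a wash in a somatic cell lysis buffer before RNA extraction, while the protocol deposited with the samples does not mention that step.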

Semen was collected from the same four bulls at the ages of 10, 12, and 16 months, representing the pre-, peri- and post-pubertal stages, respectively. Semen quality was analyzed, bulls of 10 months old ejaculated significantly less sperm (*p*-value < 0.01) and had a tendency of lower concentration (*p*-value = 0.19) and lower post-thaw progressive motility rate compared to 12 and 16 months old (*p*-value = 0.21), while no difference was observed in total motility among three ages (Supplementary Material, Fig. S1).

An average of 87 ng total RNA with RIN of 2.45 ± 0.015 was extracted from five straws for each age group (Supplementary Material, Table S1). 

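Over the 12 extractions listed in Table S1, the total RNA was 87.06 ng ± 46.0 (SD), with a range from 30.33 to 204.27 ng. The yield was 110.4 ng ± 73.4 (SD, n = 4 bulls) at 10 months, 71.3 ng ± 8.29 (SD, n = 4) at 12 months and 79.5 ng ± 34.2 (SD, n = 4) at 16 months. The difference between 10 and 16 months was 30.9 ng on average, smaller than its spread between bulls of 73.6 ng (SD), and was not distinguishable from 0 (exact two-sided permutation test within bulls, p = 0.5). It fell to 1.97 ng when bull 3, with the yield of 204.27 ng at 10 months, was left out, and rose to 61.8 ng without bull 2. The difference between 12 and 16 months was -8.13 ng on average (exact two-sided permutation test, p = 0.625). With each bull left out in turn it was -3.89, -2.17, -4.00 and -22.5 ng for bulls 1 to 4. The RIN had a mean of 2.44 and an SD of 0.0515 over the 12 extractions, and an SEM of 0.0149.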

Bovine spermatozoa from semen collected at different pubertal stages displayed similar overall RNA profiles. The RNA profile of bull #06622 at 10 months old is shown as an example: most fragments were shorter than 200 nt illustrating the sperm specific short-length RNA pattern (Fig. 1a and b). During library construction, sperm total RNA was ligated to adapters 125 nt long and reverse transcribed. Following amplification, the cDNA libraries were purified by TBE gel, and fragments between 145 and 400 nt, which represented small non-coding RNAs, were cut for sequencing (Fig. 1c).

**Fig. 1:**
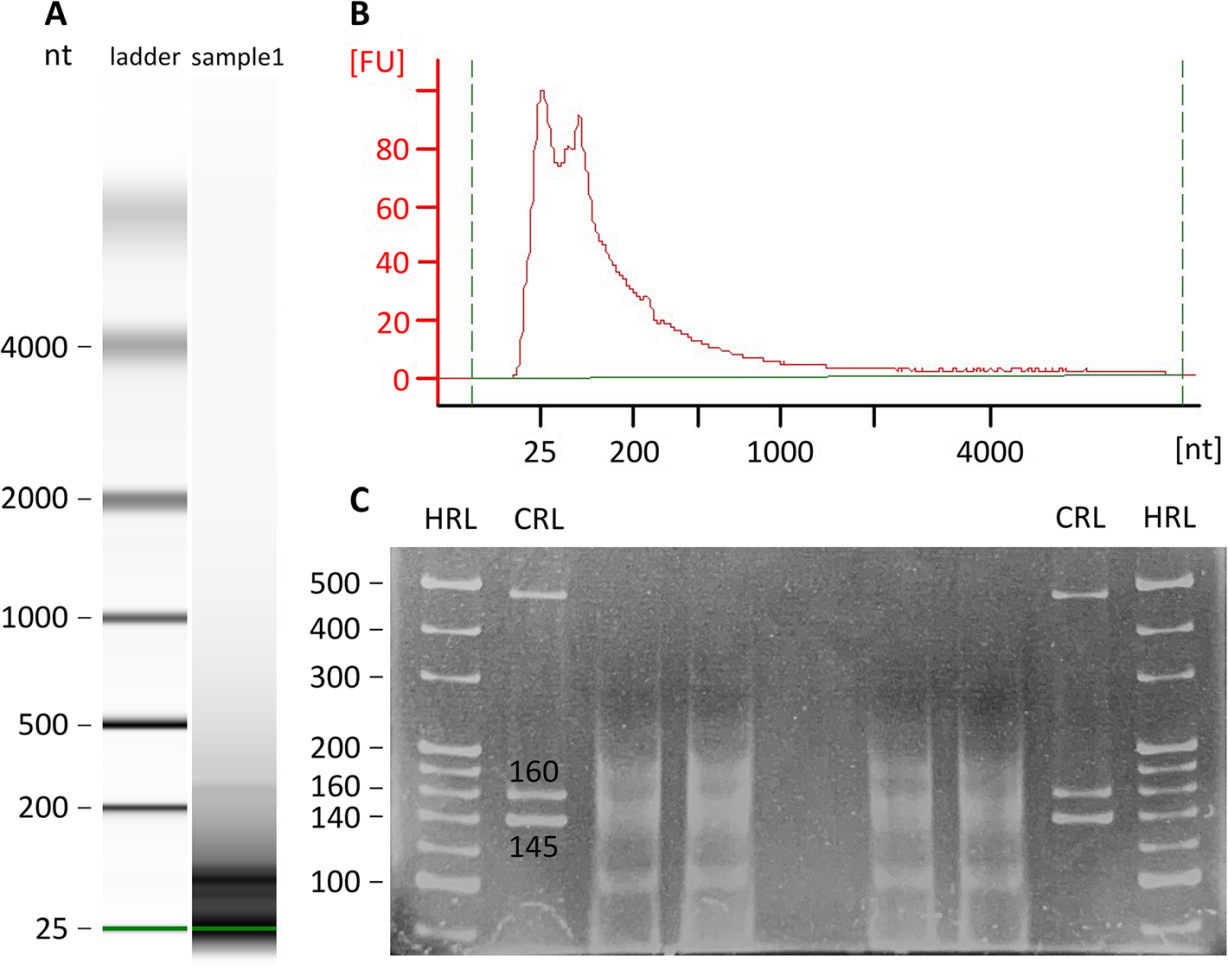
RNA patterns of sperm from bull #06622 at 10 months old. **a, b:** Bioanalyzer results of total RNA extracted from sperm. **c:** Small RNA libraries with adapters of 125 nt (small noncoding RNAs as well as miRNAs were cut and purified for sequencing). HRL: High Resolution Ladder. CRL: Custom RNA Ladder. Summary of all RNA patterns of sperm was shown in Supplementary Material (Fig. S2)

### Small non-coding RNA patterns in spermatozoa from bulls at different pubertal stages

A total of 4625 and 4615 unique sequences were identified in the 10 vs 16 months and the 12 vs 16 months contrasts, respectively, including 1080 miRNAs and 60 tsRNAs for the former as well as 1075 miRNAs and 60 tsRNAs for the latter group, which were mapped to the bovine database (Fig. 2a and b). 

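Counted as sequences with at least 1 count in the 8 libraries of a contrast, 4625 sequences were detected at 10 vs 16 months and 4615 at 12 vs 16 months. The 1080 miRNAs of the 10 vs 16 months contrast were 796 hairpins and 284 mature sequences. With a minimum of 10 counts in total, 4336 and 4297 sequences remained, and 4059 and 4008 sequences had at least 1 count in every library of the contrast. By counts, the libraries consisted mostly of other non-coding RNAs, which took 94.5% ± 2.23 (SD over 12 libraries) of the counts. The miRNAs took 3.45% ± 1.74 and the tsRNAs 2.10% ± 0.551 (SD over 12 libraries). Most miRNA reads were assigned to hairpin entries, and the mature entries held 2.43% ± 0.265 of the miRNA counts. The miRNA share was 4.46% ± 2.53 (SD, n = 4 bulls) at 10 months, 2.45% ± 0.664 at 12 months and 3.44% ± 1.25 at 16 months. It was higher at 10 than at 16 months in 4 of 4 bulls, by 1.02 percentage points on average (exact two-sided permutation test within bulls, with the smallest p that 4 pairs allow). Without bull 1 the average difference was 0.226 percentage points. At 12 months the miRNA share was lower than at 16 months in 3 of 4 bulls (exact two-sided permutation test, p = 0.25), by -0.993 percentage points on average, which became -0.537 without bull 3 and -1.54 without bull 4. With the 10 most abundant sequences left out of the counts, this difference was -0.118 percentage points (exact two-sided permutation test, p = 1). It was then above 0 without bull 1, 2 or 3 (0.137, 0.279 and 0.162 percentage points) and -1.05 without bull 4. That between 10 and 16 months was 1.46 percentage points, higher in 3 of 4 bulls (exact two-sided permutation test, p = 0.25), and 0.892 without bull 1. A single transcript, ENSBTAT00000060546.1, held 26.7% of all counts. Its share was 18.7% ± 14.4 (SD, n = 4) at 10 months, 36.9% ± 5.90 at 12 months and 23.5% ± 10.5 at 16 months. Between 12 and 16 months it differed by 13.5 percentage points on average and was higher at 12 months in 4 of 4 bulls, which again gave the smallest p of the exact permutation test. Without bull 3 the average difference was 6.41 percentage points.

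**Figure D1:**
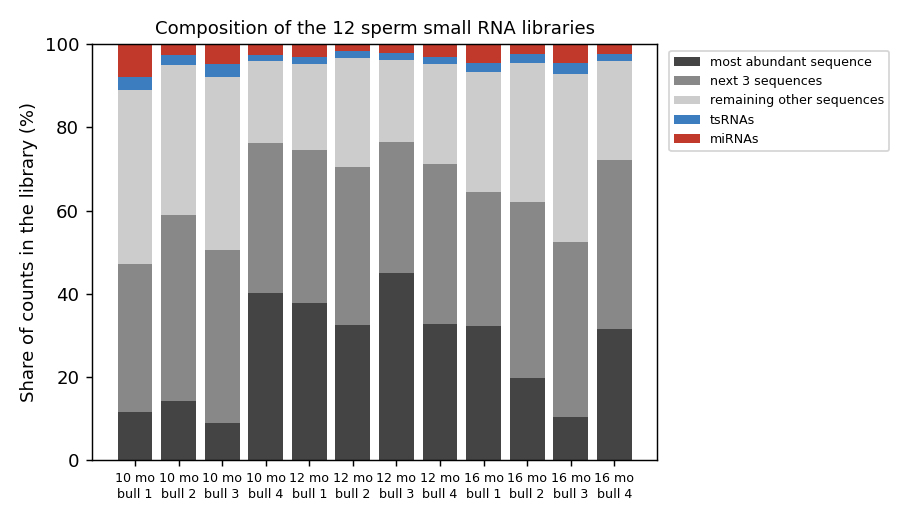
Share of the counts of each of the 12 libraries (vertical axis, percent) taken by the most abundant sequence over all libraries, the next 3 sequences, the remaining other sequences, the tsRNAs and the miRNAs, with 1 bar per bull and age. The most abundant sequence took from 8.93% to 45.0% of a library, and the miRNAs took from 1.62% to 7.90%.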

Differential expression analysis for the four bulls compared to themselves at a different age resulted in two miRNAs significantly overexpressed and four miRNAs underexpressed in spermatozoa of bulls at 10 months compared to 16 months of age. Similarly, three miRNAs and one tsRNA were upregulated while five miRNAs were down regulated at 12 months compared to 16 months of age. 

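In the 10 vs 16 months contrast, 171 of the 4625 sequences passed a fold change of at least 1.5 with an unadjusted p of at most 0.05, of which 111 were higher and 60 lower at 10 months. Among them were 52 miRNAs, 39 higher and 13 lower. Without bull 1 this balance turned, with 24 miRNAs higher and 31 lower. In 20 simulated contrasts of unchanged groups, between 107 and 148 sequences (median 128) and between 23 and 38 miRNAs (median 29) passed the same thresholds. After Benjamini-Hochberg adjustment over all sequences, 3 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 1 was a miRNA. Without the bull as a block, 97 sequences passed the fold change and p thresholds and none had an adjusted p under 0.05, with 111 at an unadjusted p of at most 0.05. The 6 miRNAs of the paper are named here as the authors' deposited table lists them, with the number of the genomic copy. bta-mir-19b-2 had 32.8 ± 7.05 normalized CPM (SD, n = 4 bulls) at 10 months and 14.8 ± 4.16 at 16 months. Its log2 fold change was 1.14 (standard error 0.20), with an adjusted p of 0.0114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was higher at 10 months in 4 of 4 bulls. With each bull left out in turn, the log2 fold change stayed between 1.10 and 1.22, while the edgeR adjusted p rose to 0.104 without bull 1. The other hairpin of the same mature miRNA, bta-mir-19b, had a log2 fold change of 0.05 (standard error 0.32). bta-mir-133a-2 had a log2 fold change of 0.90 (standard error 0.26, edgeR adjusted p = 0.216) and was higher at 10 months in 4 of 4 bulls, and its copy bta-mir-133a-1 had 0.67 (standard error 0.24, edgeR adjusted p = 0.458). The 4 others were lower at 10 months. bta-mir-148a fell by 0.80 on the log2 scale (standard error 0.26) and bta-mir-2405 fell by 0.57 (standard error 0.22), each in 4 of 4 bulls. bta-mir-677 fell by 0.84 (standard error 0.31), in 3 of 4 bulls. bta-mir-2285b-1 fell by 1.73 (standard error 0.70) on 0 to 6 counts per library at 10 months and 4 to 10 counts at 16 months, and its copy bta-mir-2285b-2 changed by 0.02 (standard error 0.63). With each bull left out in turn, bta-mir-133a-2 stayed at an unadjusted p of at most 0.05 in 4 of 4 fits (log2 fold change 0.68 to 1.23). It was so in 3 of 4 fits for bta-mir-148a (-1.01 to -0.31), bta-mir-2405 (-0.70 to -0.27) and bta-mir-2285b-1 (-2.06 to -1.36), and in 2 of 4 for bta-mir-677 (-1.04 to -0.54). The 4 lower miRNAs had edgeR adjusted p values between 0.402 and 0.627. The fitted fold change of bta-mir-2405 was 1.48-fold lower, under the minimum of 1.5, and the other 5 passed both thresholds. All 6 had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples.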

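At 12 vs 16 months, 150 of the 4615 sequences passed the fold change and p thresholds, 101 higher and 49 lower at 12 months. They included 28 miRNAs, 12 higher and 16 lower, and 2 tsRNAs, SeC(e)TCA and SerACT, both higher. Leaving out bull 3 gave 30 miRNAs higher and 10 lower, and leaving out bull 2 gave 20 and 15. The other fits went the other way, with 16 higher and 25 lower without bull 4 and 8 and 20 without bull 1. In 20 simulated contrasts of unchanged groups, between 122 and 173 sequences (median 141) and between 23 and 43 miRNAs (median 34.5) passed. None of the miRNAs or tsRNAs had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 33 miRNAs and 2 tsRNAs at an unadjusted p of at most 0.05. When the libraries were scaled by their totals in place of TMM, the median log2 fold change of all sequences was -0.44, and 9 sequences were called higher and 801 lower. bta-mir-759 had a log2 fold change of 2.22 (standard error 0.59, edgeR adjusted p = 0.124), on 7 to 13 counts per library at 12 months and 0 to 5 counts at 16 months. bta-mir-34b had a log2 fold change of 1.03 (standard error 0.36, edgeR adjusted p = 0.515), on 12 to 32 counts at 12 months and 6 to 15 counts at 16 months. bta-mir-2284z-2 held 2 to 6 counts at 12 months and 0 to 2 counts at 16 months (edgeR adjusted p = 0.9999). Its mean at 12 months was 1.34-fold above the floor of 3 counts, a bound that carries no standard error. Of the miRNAs lower at 12 months, bta-mir-2285e-1 fell by 1.26 on the log2 scale (standard error 0.41), bta-mir-302a fell by 1.26 (standard error 0.54) and bta-mir-2340 fell by 0.77 (standard error 0.26). The mature entry bta-miR-2334 held 0 to 2 counts at 12 months and 2 to 10 counts at 16 months (edgeR adjusted p = 0.9999). Its mean at 16 months was 1.45-fold above the floor, again a bound without a standard error. The hairpin bta-mir-2334 had 2297 counts on average and a log2 fold change of -0.34 (standard error 0.26, edgeR adjusted p = 1.00). The mature entry bta-miR-219 had 0 counts in the 12-month libraries and 1 to 4 counts in those at 16 months, too few for a fold change. The tsRNA SeC(e)TCA, from the selenocysteine tRNA, had a log2 fold change of 0.64 (standard error 0.27, edgeR adjusted p = 0.992) on 3976 counts on average. Each of the 8 miRNAs and the tsRNA that the paper calls changed in the same direction in 4 of 4 bulls after TMM normalization. By library totals, bta-mir-34b was lower at 12 months in bull 3. It had 12 counts of 3514259 there and 15 of 3448801 at 16 months. With library totals in place of TMM, bta-mir-34b, bta-mir-2284z-2 and SeC(e)TCA did not pass the thresholds. Of the 9 sequences the paper calls, 5 had fewer than 10 counts on average per library. All 9 had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. With each bull left out in turn, bta-mir-759 and bta-mir-2285e-1 passed the thresholds in 4 of 4 fits, bta-mir-34b, bta-mir-302a and bta-mir-2340 in 3, bta-mir-2284z-2 and SeC(e)TCA in 2, and bta-miR-219 and bta-miR-2334 in 1.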

After filtering out the small non-coding RNAs known to be present in maternal gametes [20, 21], ten differentially expressed miRNAs were selected from the two contrasts for further functional analysis (Table 1, and Supplementary Material, Table S2).

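Across both contrasts the paper calls 15 small RNAs, of which 14 passed the fold change and p thresholds here. After TMM normalization, 14 changed in the same direction in 4 of 4 bulls. Both counts are largely fixed by the choice of these small RNAs on the same libraries and are not independent evidence. In the authors' deposited table, 31 sequences had an unadjusted p of at most 0.05 at 10 vs 16 months, 6 of them miRNAs, and 40 at 12 vs 16 months, 8 of them miRNAs. The smallest adjusted p in the authors' deposited table was 1 in each contrast. Of the sequences that pass the thresholds in the authors' deposited table, 29 and 37 also passed them in the blocked edgeR fit. Of the 14 miRNA names in Tables 1 and S2, 5 leave out the copy number of the hairpin, and 2 are mature entries. The paper excluded miRNAs reported at high intensity in oocytes and assumed that the differentially expressed miRNAs left after this filter are sperm-borne. From these differences and that filter, it selects the 10 miRNAs as candidates for an effect of the bull's age on the early embryo.

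**Figure D2:**
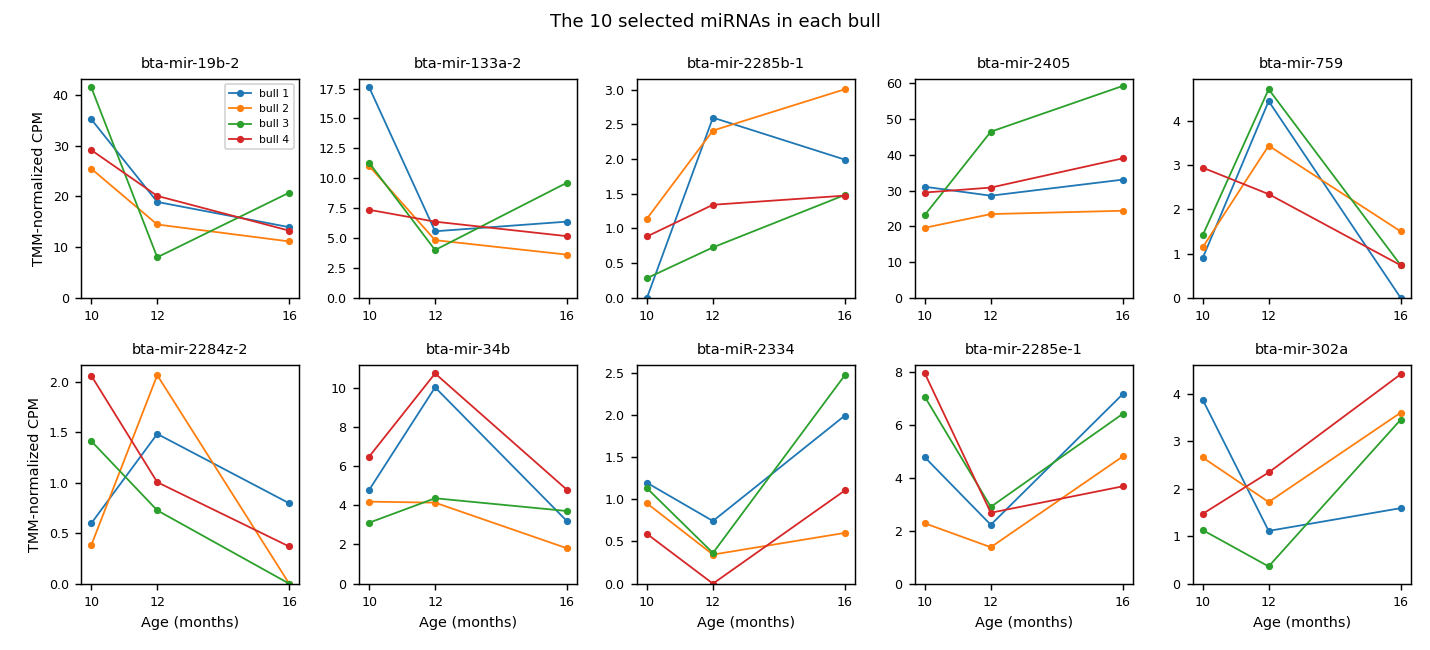
TMM-normalized CPM (vertical axis, linear, each panel with its own scale) of the 10 selected miRNAs against age in months, with 1 line per bull. bta-mir-19b-2 was higher at 10 than at 16 months in each of the 4 bulls, and bta-miR-2334 lay at 0 to 2 counts in the 12-month libraries.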

**Fig. 2:**
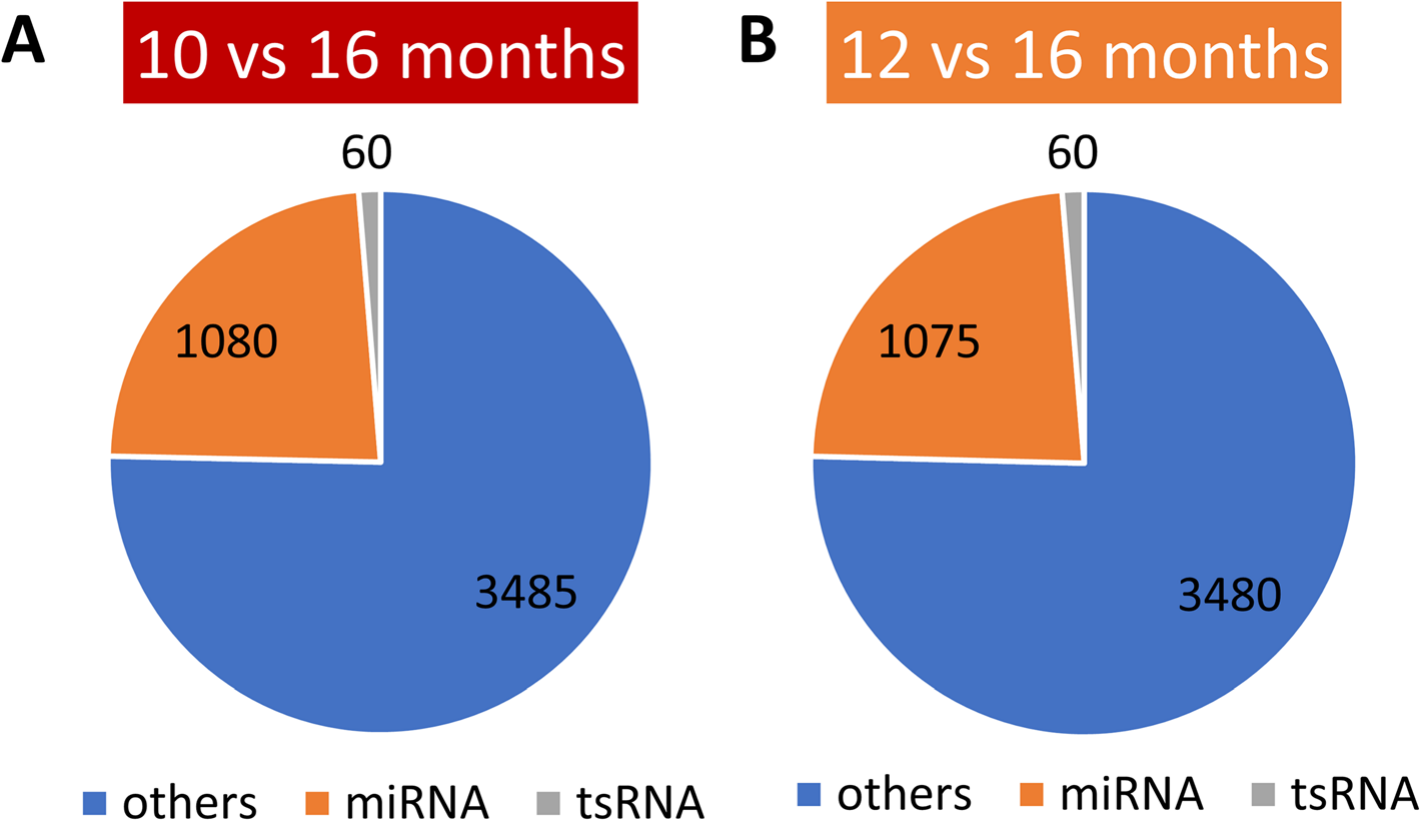
Pie charts of RNA distribution in sperm. **a**: The distribution of RNAs that are expressed in sperm from bulls at 10 vs 16 months. **b**: The distribution of RNAs that are expressed in sperm from bulls at 12 vs 16 months

**Table 1:** Differentially expressed sperm-borne miRNAs in two contrasts

10 vs 16 months			12 vs 16 months		
Candidate miRNA	Fold Change	***p***-value	Candidate miRNA	Fold Change	***p***-value
bta-mir-19b	2.20	0.0029	bta-mir-759	4.99	0.0008
bta-mir-133a	1.89	0.0354	bta-mir-2284z	4.44	0.0213
bta-mir-2285b	−3.45	0.0273	bta-mir-34b	2.14	0.0227
bta-mir-2405	−1.52	0.0436	bta-miR-2334	−4.35	0.0230
			bta-mir-2285e	−2.44	0.0105
			bta-mir-302a	−2.38	0.0401

### Paternal age effects on two-cell embryos

The predicted target genes of these miRNAs were obtained from TargetScan (release 7.2) [22] to explore the potential paternal age effects on early embryo development. Ingenuity pathway analysis (IPA) of target genes expressed in two-cell embryos according to our previous study [23] indicated that the top five canonical pathways affected by paternal age were mainly related to metabolic and developmental pathways (Table 2). For example, TGF-β signaling and Rho family GTPase signaling were activated in the 10 vs 16 months group, while PI3K/AKT signaling, Insulin receptor signaling, and AMPK signaling were activated and PTEN signaling was inhibited in the 12 vs 16 months group. Insulin-like growth factor − 1 signaling activation was included in the top five list for each contrast. Thus, miRNAs from sperm of younger bulls may potentially impact the metabolism and development of two-cell embryos.

**Table 2:** Top five canonical pathways assembled from targets of differentially expressed sperm-borne miRNAs in two-cell embryos

10 VS 16 months			12 VS 16 months		
Canonical Pathways	-log(*p*-value)	z-score	Canonical Pathways	-log(*p*-value)	z-score
TGF-β Signaling	11.4	4.95	PI3K/AKT Signaling	10.1	2.402
Signaling by Rho Family GTPases	10.8	6.565	PTEN Signaling	7.39	−3.43
Huntington’s Disease Signaling	10.1	2.333	Insulin Receptor Signaling	6.67	2
IGF-1 Signaling	9.59	4.226	IGF-1 Signaling	6.31	3.266
Cardiac Hypertrophy Signaling	9.13	5.515	AMPK Signaling	6.21	2.596

Note: A Z-score ≥ 2 means predicted activation, while a z-score ≤ −2 predicts inhibition

### Paternal age effects on developmental competence of two-cell embryos

Early embryonic cleavage kinetics is one of the most important indicators of developmental competence with embryos cleaving sooner following fertilization possessing higher developmental capacity [24, 25]. A data set was previously obtained by comparing the mRNA content of two-cell embryos that had divided shortly after fertilization (competent) to later dividing embryos (less competent). Transcripts present at the two-cell stage are either translated rapidly between the two- and eight-cell stages, or simply degraded by the eight-cell stage, therefore creating a two to three-day window for being targeted by sperm-borne or other miRNAs [26–28]. In our previous study, we identified 1368 gene transcripts that were differentially expressed in fast- vs slow-cleaving two-cell embryos [23]. In the present study, 424 and 332 of these 2-cell developmental competence related genes were targets of differentially expressed miRNAs in sperm from bulls at 10 vs 16 months, and 12 vs 16 months of age, respectively. Furthermore, IPA revealed that the top five canonical pathways of candidate genes targeted by differentially expressed miRNAs in the 10 vs 16 months group were related to embryonic stem cell pluripotency, biosynthetic process, and thrombin signaling (Table 3). 

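Table S5 lists 493 pairs of a miRNA and a target gene for the 10 vs 16 months contrast, over 424 different genes, and Table S6 lists 353 pairs over 332 genes for the 12 vs 16 months contrast. In Table S5, 318 genes are listed for miR-2285b, 151 for miR-2405, 21 for miR-133a and 3 for miR-19b. In Table S6, 292 genes are listed for miR-2334, 42 for miR-302a, 7 for miR-759, 6 for miR-34b and 3 each for miR-2284z and miR-2285e. The miRNA with the most listed targets at 10 vs 16 months, miR-2285b, corresponds to bta-mir-2285b-1, with 4.38 counts on average per library and an edgeR adjusted p of 0.627 with Benjamini-Hochberg adjustment. At 12 vs 16 months it is miR-2334, whose mature entry had 3.00 counts on average per library.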

Meanwhile, in the 12 vs 16 months group, the top five canonical pathways activated by the differentially expressed miRNAs were PI3K signaling, iCOS-iCOSL signaling, inhibition of angiogenesis by TSP1, non-small cell lung cancer signaling, and telomerase signaling (Table 3). In this case, spermatozoa ejaculated from younger bulls could influence the metabolism, pluripotency, and immune response related pathways to impact the developmental capacity of the two-cell embryos immediately or between the two- and eight-cell stages.

**Table 3:** Top five canonical pathways assembled from targets of differentially expressed sperm-borne miRNAs correlated with two-cell embryo competence

10 VS 16 months			12 VS 16 months		
Canonical Pathways	-log(*p*-value)	z-score	Canonical Pathways	-log(*p*-value)	z-score
Mouse Embryonic Stem Cell Pluripotency	4.81	2.111	PI3K Signaling in B Lymphocytes	3.62	3
Superpathway of Inositol Phosphate Compounds	3.63	3.207	iCOS-iCOSL Signaling in T Helper Cells	3.22	2.646
Role of NANOG in Mammalian Embryonic Stem Cell Pluripotency	3.61	2.646	Inhibition of Angiogenesis by TSP1	2.79	2
Thrombin Signaling	3.41	2.714	Non-Small Cell Lung Cancer Signaling	2.68	2.236
3-phosphoinositide Biosynthesis	3.21	2.887	Telomerase Signaling	2.61	2.449

Note: A Z-score ≥ 2 means predicted activation, while a z-score ≤ −2 predicts inhibition

### Paternal age effects on blastocysts

Due to the relative short half-life of miRNAs, a direct effect of sperm-borne miRNAs at the blastocyst stage is questionable. However, it is possible that the miRNA targets will transmit the paternal age effects to later stages or create a context that will have an impact a few cell cycles later at the blastocyst stage. To explore these possibilities, we used the transcriptomic data of blastocysts produced in vitro from sperm of younger bulls [29]. In that study, we used IPA to predict the upstream regulators of the differentially expressed genes (DEGs) in blastocysts from younger bulls in a very similar age design as the present study. Among the upstream regulators previously identified, three were targets of miRNAs that were differentially expressed at 10 vs 16 months, and four were targets of miRNAs differentially expressed at 12 vs 16 months (Table 4). 

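In Table S7, RICTOR with 24 downstream genes and CREB1 with 21 are listed as targets of miR-2285b, and KDM5A with 15 as a target of miR-2285b and miR-2405. In Table S8, RICTOR with 18 downstream genes is listed as a target of miR-302a and miR-2334, STK11 with 14 and KDM5A with 7 as targets of miR-2334, and AREG with 5 as a target of miR-34b. In sperm, bta-mir-2285b-1 had 0.577 ± 0.526 normalized CPM (SD, n = 4 bulls) at 10 months and 1.99 ± 0.720 at 16 months. bta-mir-302a had 1.39 ± 0.847 at 12 months and 3.27 ± 1.19 at 16 months, and bta-mir-34b had 7.31 ± 3.55 and 3.37 ± 1.24. With bull 1 left out, bta-mir-2285b-1 no longer passed the p threshold in edgeR's quasi-likelihood test.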

Interestingly, two of the upstream regulators (RICTOR and KDM5A) were common to the two groups. IPA of the downstream targets of these common regulators demonstrated that four of the top five canonical pathways were common to the two contrasts, e.g. oxidative phosphorylation, mitochondrial dysfunction, EIF2 signaling, and sirtuin signaling pathway (Table 5). These pathways were all closely related to the metabolism of blastocysts.

**Table 4:** Upstream regulators of the blastocyst transcriptome that are targets of sperm borne miRNAs

Upstream regulators in 10 vs 16 months	Downstream targets	Upstream regulators in 12 vs 16 months	Downstream targets
RICTOR	ATP5MF, ATP6V0A4, ATP6V1D, etc. 24 genes	RICTOR	ATP5PD, ATP6V0D2, COX7A2L, etc. 18 genes
KDM5A	ACTC1, ATP6V1D, ATP6V1F, etc. 15 genes	STK11	ATIC, AVIL, CCNA2, etc. 14 genes
CREB1	CHRNA1, CNN1, CSRP2, etc. 21 genes	KDM5A	COQ7, MCM3, MYL4, etc. 7 genes
		AREG	CCNA2, CENPF, PRC1, etc. 5 genes

**Table 5:** Top five canonical pathways potentially affected by bull age-related sperm-borne miRNAs in blastocysts

10 VS 16 months		12 VS 16 months	
Canonical Pathways	-log(*p*-value)	Canonical Pathways	-log(*p*-value)
Oxidative Phosphorylation	17.3	Oxidative Phosphorylation	12.9
Mitochondrial Dysfunction	16.6	Mitochondrial Dysfunction	11.1
EIF2 Signaling	7.54	Sirtuin Signaling Pathway	6.32
Sirtuin Signaling Pathway	5.58	EIF2 Signaling	4.39
TCA Cycle II (Eukaryotic)	4.75	Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I	3.17

## Discussion

### Function of sperm miRNA in early embryo development

The function of sperm-borne miRNAs was ignored for a long time as they were thought to simply be remnants or byproducts of spermatogenesis. Recently, promising results were obtained regarding the regulation of sperm-borne miRNAs in early embryonic development [17, 18, 30]. One of the six miRNAs (miR-34c) expressed in sperm and zygotes, but not in oocytes and preimplantation embryos, was required for the first cell division in vitro [18]. However, in vivo research using miR-34b/c and miR-449 double knockout (miR-dKO) mice demonstrated that the two miRNA clusters were indispensable for spermatogenesis and fertility, but not for fertilization or preimplantation development [30]. The conflicting results were mainly due to the off-target effects of the inhibitor of miR-34c used in the former study, indicating that other sperm-borne miRNAs might be involved in early embryonic development. This assumption was further verified by germline-specific Dicer and Drosha conditional knockout in mice, which resulted in failure of zygotic genome activation and embryonic development [17]. 

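Of the hairpins of the miR-34 and miR-449 family other than bta-mir-34b, 1 was higher and 5 were lower at 12 than at 16 months. Without bull 2, 3 were higher and 3 lower, and without bull 1, 2 were higher and 4 lower. bta-mir-34c, which neighbours bta-mir-34b in the genome, had a log2 fold change of -0.06 (standard error 0.39, edgeR adjusted p = 1.00 with Benjamini-Hochberg adjustment). The log2 fold change was 0.59 (standard error 0.34) for bta-mir-449a, -0.41 (standard error 0.31) for bta-mir-449b and -0.76 (standard error 0.48) for bta-mir-34a. For bta-mir-34b itself, leaving out 1 bull at a time gave log2 fold changes between 0.83 and 1.31.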

One member of this miRNA family, miR-34b, was differentially expressed in the sperm of young bulls; however, the blastocyst rates were not significantly affected [29], indicating that this miRNA does not have a lethal influence on bovine embryos. Molecular and cellular function analysis using IPA predicts that the differentially expressed sperm-borne miRNAs from young bulls will potentially influence the gene expression, cellular assembly and organization, and cellular function and maintenance at 2-cell stage, while later at blastocysts stage, these miRNAs will be likely to affect RNA damage and repair, protein synthesis, and small molecule biochemistry (Fig. 3). As in other species, it is therefore quite possible that the dominant biofunctions of these miRNAs is to carry paternal epigenetic effects.

**Fig. 3:**
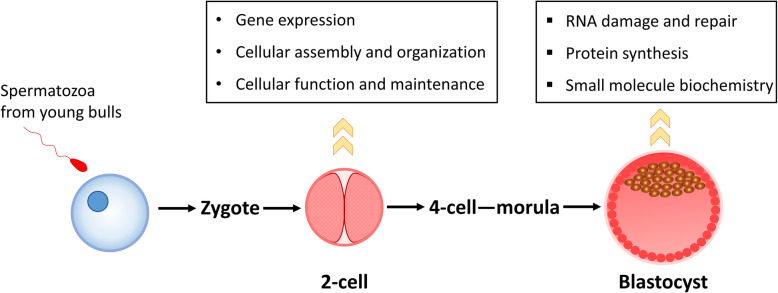
Molecular and cellular functions affected by paternal age in embryos. Listed functions at 2-cell stage are overlapped top five molecular and cellular functions from IPA analysis among the two contrasts (10 vs 16 months and 12 vs 16 months) of the two databases (transcriptomic data of 2-cell embryos and genes related to 2-cell embryo competence). Listed functions at blastocyst stage are overlapped top five molecular and cellular functions from IPA analysis between the two contrasts (10 vs 16 months and 12 vs 16 months) of the blastocyst database

### sncRNAs as epigenetic inheritance factors

Epigenetic factors, including DNA methylation, non-coding RNAs, histone modification, and others, are more sensitive to environmental conditions compared to genetic information. Epigenetic information in sperm was proven to translate the environmental experiences of the father who could then transfer these acquired traits to his progeny [31]. In a previous study from our lab, sperm from prepubertal bulls were characterized to bear a different DNA methylation pattern compared to sperm from post-pubertal bulls [11]. Moreover, in the mouse, the global reprogramming during early embryonic development does not erase all methylation marks from the sperm, leaving a few regions for inter or transgenerational inheritance [32]. In our study mentioned above, there were over 2600 differentially methylated regions between sperm of bulls at 10 and 16 months of age, including one of them located on an imprinted gene [11]. Recently, contradictory evidence cast some doubts on whether sperm DNA methylation is either the primary or the persistent epigenetic carrier of paternally acquired traits [33, 34]. Hence, other epigenetic factors such as sperm-borne sncRNAs are gaining more and more attention as transgenerational inheritance factors from the paternal side. The direct causal relationship between sperm RNAs and paternally inherited characteristics was first reported in a study in which total sperm RNA from traumatized mice was injected into wild type zygotes resulting in offspring with altered behavior and metabolism [14]. Catenin β1 (Ctnnb1), which is involved in stress pathways, was validated as a target of miR-375 which was differentially expressed in mentally stressed mice. The expression of Ctnnb1 was inhibited in F2 offspring [14]. This finding was further supported by various independent studies on the transgenerational inherited paternal acquired traits following mental stress [35], toxicant exposure [6], and diet changes [16]. Moreover, paternal age is another factor related to the health of offspring. Advanced paternal age in human increases the probability of genetic disorders such as schizophrenia, bipolar disorder, and autism, as reviewed by Sharma et al. [36]. Given that increased age generally also includes exposure to other complex environmental factors, such as physiological age, nutrition and lifestyle, genetics stability, hormones, senile diseases, oxidative stress, and telomere shortening [36], paternal effects of advanced age depend on both genetic and epigenetic changes. However, in our study of a relatively short age span in bulls (from 10 to 16 months old), epigenetic changes, especially sncRNAs, seemed to be affected by a young paternal age. In this study, fourteen miRNAs and one tsRNA were differentially expressed in sperm of younger bulls. Considering the vast amount of miRNAs stored in oocytes, sperm miRNAs that are also present in oocytes may have limited purposes, if any, in fertilization or early embryogenesis [37]. Thus, we finally selected ten miRNAs that were exclusively expressed in paternal gametes, based on published transcriptomic data of bovine oocytes [20, 21], to focus on specific sperm effects.

Several of the paternal differentially expressed sncRNAs in our study were associated with environmentally induced epigenetic inheritance of metabolic traits. A high-fat and/or high-sugar diet (Western-like diet) induced obesity and type II diabetes in mice (F0) and these traits were inherited by the resulting progenies [38]. The expression of several miRNAs, including miR-19b was inhibited in sperm of F0 mice [38]. Intriguingly, when miR-19b was injected into wild type one-cell embryos, the offspring (here referred as R1) exhibited similar metabolic disorders as the F0 and F1 mice, and this pathological phenotype was further inherited after mating with healthy partners [38]. In another study focusing on mental stress, offspring of running males had suppressed reinstatement of juvenile fear memory; meanwhile, the expression of sperm-borne miR-19b and miR-133a was altered in these fathers, indicating the potential involvement of these miRNAs in the effects of paternal exercise on the anxiolytic behavioral phenotype of offspring [39].

### Metabolism related pathways in early embryo development

Normal development of the early embryo promotes further later normal development. For example, in bovine embryos, a faster cleavage of the zygote into a 2-cell embryo is positively correlated to a higher probability of the embryo becoming a viable blastocyst. In the present study, the transcriptome of bovine 2-cell embryos and genes related to developmental capacity were used to assess the value of target mRNA by sperm miRNA [23]. We then used a functional analysis (IPA) of the targets of paternal age-related sperm miRNAs to find pathways that might be affected. Although IPA were not specific to cattle, but the enrichment analysis results were similar to DAVID analysis (data not shown). Moreover, IPA provides an activation z-score which infers to the activation status of biological function (activated or inhibited) [40]. Our results indicated that the pathways targeted were related to metabolism and totipotency which are immediately important for embryo quality and survival.

In the two contrasts, insulin-like growth factor 1 (IGF1) signaling was predicted to be activated by the interaction of sperm miRNA and maternal targets in 2-cell embryos generated from sperm from younger bulls (10 and 12 months), compared to 16-month-old bulls. Insulin-like growth factor 1 levels are higher in younger growing animals and possibly involved in metabolic programming [41–43]. The addition of physiological concentrations of IGF1 (10–100 ng/mL) improved the developmental competence of bovine early embryos in vitro [44–46]. In mice, a study using a high IGF1 concentration, i.e. 130 nM (201 ng/mL), which mimics the pathological condition of polycystic ovary syndrome, induced apoptosis in blastocysts via down regulation of the IGF1 receptor (IGF1R) [47] and a p53 dependant mechanism [48]. Similar results were also observed in bovine blastocysts supplemented with a supraphysiological concentration of IGF1 (1000 ng/mL), including induced apoptosis and decreased TP53 protein expression, but without inhibition of IGF1R [49]. Hence, the beneficial or adverse effects of IGF1 are concentration dependant and abnormally over activated IGF1 signaling might impair early embryogenesis.

Activation of TGF-β signaling was predicted in sperm from 10-month-old vs 16-month-old bulls. This pathway is involved in the regulation of several aspects of early embryonic development, such as embryonic patterning, cell fate determination, and dynamic movements [50]. The regulatory role of this pathway is exerted beyond the 2-cell stage in mouse embryos [51], indicating that it could possibly be programmed at the 2–8 cell stage in bovine embryos and impact blastocyst differentiation. The Rho family GTPases, a family of small signaling G proteins, are involved in sperm induced egg activation [52]. In zygotes, inhibition of cell division cycle 42 (Cdc42), a member of the Rho family, significantly decreased in vitro development to the morula or blastocyst stage [53]. The involvement of Rho family GTPases in polarisation of early mouse blastomeres was also demonstrated [54].

The IPA predicted that several insulin-related pathways were impacted by paternal age. Insulin activates its receptor to phosphorylate and recruit many substrates, including IRS and Shc, to modulate various canonical pathways, such as the PI3K/Akt, AMPK, and Ras/MAPK pathways [55, 56]. These pathways transduce the diverse effects of insulin on energy-associated cellular functions, such as glucose and lipid metabolism, protein synthesis, growth, and survival [57]. Although insulin transcripts are not detectable at the preimplantation stage in bovine embryos, the mRNA encoding insulin receptors, IGFI, and IGFII can be detected starting at the 1-cell stage [58], indicating that bovine embryos are sensitive to insulin. Similar to other mammals, cattle fed a restricted diet exhibited a reduced basal insulin concentration and improved pancreatic insulin sensitivity [59]. Hence, the insulin-related pathways predicted as activated in response to the different miRNAs in sperm from younger bulls might be associated with the prepubertal condition when energy is primarily devoted to growth, somewhat mimicking a feed restriction context. Transgenerational inheritance of paternal metabolic disorders was observed in various domestic farm animals [60]. As a consequence, embryos from younger bulls might have altered metabolism compared to embryos from adult bulls.

### Pre-implantation embryo developmental competence

Transcriptome analysis of two-cell embryos with different developmental dynamics revealed that DEGs in the earlier or later cleaving embryos were related to the cell cycle, gene expression, RNA processing, and protein degradation functions [23]. Intriguingly, some of these DEGs were targets of the miRNAs related to bull age identified in the present study. The canonical pathway analysis of this dataset demonstrated that the IP3 pathway, PI3K pathway, and pluripotency related pathways could be impacted by paternal age and could therefore affect the developmental competence of two-cell embryos. The IP3 pathway has been identified as a common mechanism to activate the metabolism of unfertilized oocytes by inducing Ca^2+^ oscillations in various species, from marine invertebrates to mammals [61]. During bovine oocyte fertilization, the IP3 pathway is required for Ca^2+^ release, and its inhibition impairs the first embryonic interphase [62]. The PI3K pathway is widely studied as a mediator of cell growth, proliferation, differentiation, and survival signals. In mouse preimplantation embryos, the p85 and p110 subunits of PI3K were expressed from the one cell to the blastocyst stage [63]. Moreover, deletion of 3-phosphoinositide-dependent protein kinase 1 (PDK1) arrested mouse embryos at the two-cell stage as a result of the inhibition of embryonic genome activation (EGA) [64]. Pluripotency is the capacity of embryonic stem cells to differentiate into all cell types of a body and is controlled by several key regulators (OCT4, NANOG, SOX2, etc.). In bovine embryos, Oct4 and Sox2 transcripts were present at the pre-EGA phase [65, 66]. Meanwhile, during the maternal-to-embryonic transition, transcripts of genes involved in the maintenance of pluripotency of embryos were also observed [67]. Hence, the paternal age-related miRNAs may potentially target pathways associated with two-cell competence to further impact early embryonic development.

In a previous study, we generated blastocysts in vitro with semen from different bulls of the same age as the ones used in the present study [29]. The transcriptome of these blastocysts was influenced by paternal age, and canonical pathways related to the DEGs resulted in altered energy production and protein synthesis. Due to their relatively short half life, miRNAs from sperm might not survive to the blastocyst stage. However, the predicted upstream regulators of DEGs identified in blastocysts could mediate their effects on the transcriptome of blastocysts. In this case, we found four and three upstream regulators that were the targets of differentially expressed miRNAs in the 10 vs 16 months and 12 vs 16 months contrasts. Intriguingly, when we identified the downstream targets of these regulators and redid the IPA analysis, the results of the small fraction were highly consistent with the overall DEGs of the blastocyst transcriptome associated with the age effect, indicating that sperm miRNAs could be directly involved in the intergenerational inheritance of factors associated with paternal age.

## Conclusion

In summary, the analysis of sncRNA in sperm from bulls at different pubertal stages revealed that the abundance of specific miRNAs could be affected by paternal age and could potentially influence the metabolism and developmental capacity of pre-implantation embryos. This perspective calls for attention on the potential consequences of using gametes from younger animals; and the miRNAs identified in this study could potentially be used to assess if a bull is mature enough to be used commercially.

## Methods

### Chemicals

All reagents used in this study were of tissue culture grade and obtained from Sigma-Aldrich (Oakville, Ontario, Canada), unless otherwise specified.

### Semen collection

All samples were obtained from The Semex Alliance (Guelph, ON, Canada), a commercial provider of bovine gametes. Semen was collected from each Holstein bull (*n* = 4, bull #03981, bull #06622, and bull #10051, bull #10085) at the ages of 10, 12, and 16 months using an artificial vagina, in compliance with the guidelines of the Canadian Council on Animal Care. Semen characteristics were examined and recorded and straws containing about 1.5 × 10^7^ spermatozoa were frozen in liquid nitrogen. Each animal served as its own control and two contrasts (10 vs 16 months and 12 vs 16 months) were created for the RNA-seq analysis described below.

### Sperm small RNA extraction

For each treatment, five straws of semen were thawed in 37 °C water for 1 min and the content was combined. After washing twice with PBS, the pellets were resuspended 1 mL Somatic lysis buffer (0.5% Triton X-100, PBS) and incubated on ice for 30 mins. After another wash with PBS, the pellets were resuspended in 60 μL PBS and each sperm suspension was added to 33.3 μL sperm lysis buffer (4 M Guanidine Thiocyanate, 5% Tween 20, 5% Triton X-100, 120 mM EDTA, and 120 mM Tris-HCl pH 8.0), 3.3 μL Proteinase K (20 mg/mL), and 3.3 μL 0.1 M DTT, then incubated for 15 min at 60 °C with gentle shaking (20 rpm). Small RNAs were extracted with the miRNeasy Mini Kit (QIAGEN, Toronto, ON, Canada, Cat. # 217004) following the manufacturer’s instructions. Briefly, 700 μL QIAzol lysis reagent were added to the previous mixture and then moved to a QIAshredder homogenizer column (QIAGEN, Toronto, ON, Canada, Cat. # 79654). After centrifugation at 13,300 rpm for 2 min at RT, the flow through was transferred to a new tube and kept at RT for 5 min to further dissociate nucleoprotein complexes. Chloroform (140 μL) was added and the samples were shaken vigorously for 15 s. The samples were left at RT for 2–3 min and then centrifuged at 12,000 g for 15 min at 4 °C. The upper aqueous phase of each sample was transferred to a new collection tube, 1.5 volume of absolute ethanol was added, and the solution was moved to an RNeasy Mini spin column to absorb the RNAs. The flow through was discarded after centrifugation and 40 μL DNase buffer (27 Kunitz units) were added directly to the middle of the membrane in the column and then incubated at RT for 15 min. The column was further washed with the provided buffer RWT once and buffer RPE twice. The column was placed into a new 2 mL collection tube and the RNAs were dissolved in 30 μL elution buffer. The integrity and concentration of sperm RNA were evaluated with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### Small RNA library construction and solexa sequencing

The libraries of sperm small RNAs were constructed according to the manual of TruSeq Small RNA Library Prep Kit (Illumina, U.S.A., v02) with minor modifications. In brief, RNA 3′ and 5′ adapters were ligated to an average of 87 ng of sperm RNA in 5 μl nuclease-free water. The adapter-ligated RNA was then reverse transcribed in the presence of RNA RT Primer, first strand buffer, dNTP Mix, DTT, RNase inhibitor, and SupserScript II Reverse Transcriptase according to the protocol and incubated at 50 °C for 1 h. For each sample, two primers: the same RNA PCR Primer 1 and a specific RNA PCR Primer index were used for 11 cycles of amplification. The amplified RNA libraries were resolved on a 6% Novex TBE gel for 35 min at 145 V, and DNA fragments ranging from 145 to 400 bp, which represented original RNA sizes of 20 to275 bp, were cut and purified by ethanol precipitation. The pellets were dissolved in 10 μL elution buffer (10 mM Tris-HCl, pH 8.5) and the purity and concentration of the libraries were checked by NanoDrop. Sequencing was done on an Illumina Hiseq 2500 at McGill University (Montreal, QC, Canada) following the recommended protocol.

### Bioinformatics analysis of small RNAs

Sequencing data were processed for differential expression and functional analysis. Reads were quality-trimmed using Trimmomatic [68] before being aligned to a synthetic reference of all bovine miRNAs, tRNAs, and ncRNAs using bowtie. Differential expression was assessed using the DESeq [69] package. Differentially expressed miRNAs (≥1.5-fold change, *p*-value≤0.05) that were reported to be expressed at high intensity in maternal gametes [20, 21], which will dilute the original fold change of miRNAs in sperm under 1.2, were excluded. We therefore assumed that the remaining miRNAs were sperm-borne. Targets of these differentially expressed spermatic miRNAs were identified with TargetScan (release 7.2) [22]. Targets that are presented in both the of up- and down-regulated miRNAs were filtered out. The list of remaining targets was then overlapped with the transcriptomic databases from 2-cell embryos [23] and blastocysts [29]. For the functional prediction of sperm miRNAs in 2-cell embryos, databases of targets expressed at the 2-cell stage and related to 2-cell competence were created for IPA (Supplementary Materials, Tables S3, S4, S5, S6). For the functional analysis in blastocysts, upstream regulators that were predicted from the transcriptome data of blastocysts and were also targets of sperm miRNAs were selected. Downstream targets of these upstream regulators were extracted to create a new database for IPA analysis (Supplementary Materials, Tables S7 and S8).

### Statistical analyses

One-way ANOVA with Turkey posttest analyses was performed on sperm count, concentration, total motility, and post-thaw progressive motility using GraphPad Prism 6 (GraphPad Software, San Diego, CA, USA). Differences were considered statistically significant with a *p*-value < 0.05.

## Supplementary Information

**Additional file 1: Figure S1.** Semen quality of bulls at age of 10, 12 and 16 months. A: Sperm count; B: Sperm concentration; C: Total motility; D: Post-thaw progressive motility. Bars show the mean ± standard error; different letters represent *p*-value < 0.05.

**Additional file 2: Figure S2.** RNA patterns of sperm from four bulls at 10, 12, and 16-months old. A: Summary of bioanalyzer results of total RNA extracted from sperm. B: Summary of 6% Novex TBE gel results after libraries preparation. Adapters of 125 nt were added, small noncoding RNAs as well as miRNAs were cut and purified for sequencing.

**Additional file 3: Table S1.** Total RNA extracted from bovine spermatozoa. **Table S2.** Differentially expressed miRNA in the two contrasts. **Table S3.** Dataset of targets expressed in 2-cell embryo of 10vs16 months contrast for IPA. **Table S4.** Dataset of targets expressed in 2-cell embryo of 12vs16 months contrast for IPA. **Table S5.** Dataset of targets related to 2-cell embryo competence of 10vs16 months contrast for IPA. **Table S6.** Dataset of targets related to 2-cell embryo competence of 12vs16 months contrast for IPA. **Table S7.** Dataset of targets expressed in blastocyst of 10vs16 months contrast for IPA. **Table S8.** Dataset of targets expressed in blastocyst of 12vs16 months contrast for IPA.

## Data Availability

RNA-seq data were deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO series accession number: GSE147742 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147742).

## Abbreviations

DEGs: Differentially expressed genes
DMRs: Differentially methylated regions
IGF1: Insulin like growth factor 1
IGF1R: Insulin like growth factor 1 receptor
IPA: Ingenuity pathway analysis
miRNA: microRNA
sncRNAs: Small non-coding RNAs
tsRNA: Transfer RNA-derived small RNAs

How the deposited data were processed for this re-analysis (not part of the article)

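The data are small RNA sequencing libraries of sperm from 4 Holstein bulls, each sampled when 10, 12 and 16 months old, with the bull's number as the replicate number in the sample labels and in the paper. The authors trimmed the reads with Trimmomatic and aligned them with bowtie to a synthetic reference of bovine miRNAs, tRNAs and other non-coding RNAs. They deposited the counts of reads per reference sequence without normalization. The authors also deposited a table of the same counts divided by 1 DESeq size factor per library (a signal, not a count), and for each contrast a table of their own comparison with mean normalized signal, fold change (a ratio), log2 fold change, p-value and adjusted p-value. The paper's text does not name the versions of Trimmomatic, bowtie and DESeq, the mismatches allowed, the handling of reads with several matches, the genome build, or whether the DESeq model used the bull as a factor. These steps precede the deposited counts and cannot be changed from them.

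Everything printed as a test was computed from the deposited counts, with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Each contrast was fitted on its 8 libraries with edgeR's quasi-likelihood test, TMM normalization and the bull as a block, over every sequence with at least 1 count. Calls were made at a fold change of at least 1.5 with an unadjusted p of at most 0.05, as in the paper, and at a Benjamini-Hochberg adjusted p under 0.05. The comparison of 10 with 12 months and a slope over the 3 ages were fitted the same way. Shares of counts, library totals and RNA yields were compared within bulls with exact two-sided permutation tests over the 16 sign patterns of 4 pairs, which cannot give a p below 0.125 (0.25 with 3 bulls). A fold against an age whose libraries are all at or under 3 counts is given as a lower bound against that floor. Normalized values are TMM-normalized CPM, computed from the deposited counts. No unique molecular identifiers were used, so amplified copies of 1 molecule are counted separately and the floor covers counting error only.

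The bulls pair the libraries. Libraries of the same bull deviated together from the age means, with correlations from 0.159 to 0.486 (12 pairs, median 0.389). Those of different bulls ran from -0.446 to 0.204 (36 pairs, median -0.120). The age means are taken over the same bulls, so positive values within bulls push those between bulls below 0. The values between bulls are therefore not separate evidence. The correlations are across 3442 sequences, which are not independent replicates.

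Depth limits what can be seen. Total counts ranged from 1914389 to 5119360, but miRNAs held 62492 to 171326 counts per library, so many miRNAs rest on a few counts. The test was checked on simulated counts with the real means and library sizes and 200 changed sequences. These were drawn only from sequences with a mean of at least 10 counts per library. At an adjusted p under 0.05 the test found 71 and 54 of 100 sequences changed 2-fold at 10 vs 16 and 12 vs 16 months. Of those changed 4-fold it found 100 and 99 of 100. These shares do not apply to sequences with fewer counts, among them 6 of the 15 the paper calls. Of the unchanged sequences, 11 of 4392 and 9 of 4379 had an adjusted p under 0.05, and 116 and 138 passed the fold change and p thresholds.

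The sequences to name were fixed before the data were examined: every miRNA and tsRNA the paper calls, the members of the marker sets, and per contrast the 5 sequences with the largest change among those with an adjusted p under 0.05 and 1 direction in 4 of 4 bulls, filled up by the smallest unadjusted p among sequences with a mean of at least 10 counts per library. The minimum of 10 was applied to the mean count per library and not to normalized counts. Other sequences named were chosen after their values were seen, among them SerACT, the neighbours and copies of called miRNAs, and the most abundant transcript. The 14 names in Tables 1 and S2 were matched to the deposited names by the mean and the p-value that Table S2 and the authors' deposited tables both give. The Ensembl identifiers matched none of those in the gene table of assembly ARS-UCD2.0 used for names and neighbours, so the other transcripts carry no gene names, and no coordinates are given because the build of the counts is not stated.

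The marker sets were red blood cells, white blood cells, epithelium, striated muscle, stroma, germ cells, pluripotency, the mir-17-92 cluster, the mir-2284 and mir-2285 family and the let-7 family, tested with fry and, as an alternative, camera. The alternatives were DESeq2's size factors or library totals in place of TMM, edgeR's filterByExpr or a minimum of 10 counts in total, no block, DESeq2 with and without the block, edgeR's exact test, all 12 libraries in 1 fit, the miRNAs alone, the ratio of mean normalized counts, and each bull left out in turn. Refitting without the 10 most abundant sequences and thinning all libraries to the smallest total were added after the data had been seen. The depths, class shares, detection and pairing were seen before the tests of explanations were written. The target lists of Tables S3 and S4 were held only in part and were not used, and pathway analyses and semen quality were not analysed here.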

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

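The comparisons of the copies of mir-19b and of counts behind the called miRNAs, and the thinning by 1 fraction, were chosen only after the results were seen, as were the tests of depth for bta-mir-19b-2.

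In the group of 4 libraries at 10 months, the share of the most abundant sequence lay at 40.1% in bull 4 and at 8.93% to 14.2% in the other bulls, a gap of 0.831 of the range, above the 95% critical value for 4 samples. For bta-miR-219 at 16 months, bull 1 had 4 counts and the others 1 or 2, a gap of 0.850 of the range of its normalized values. These are 2 of 63 groups tested, and chance alone gives about 1 in 20. Leaving out bull 4 raised the sequences with an adjusted p under 0.05 in edgeR's blocked test from 3 to 47 at 10 vs 16 months, from 4 to 15 at 12 vs 16 months and from 24 to 288 at 10 vs 12 months. Leaving out the 10 most abundant sequences, which removes that transcript from the scaling, left 3 at 10 vs 16 months. The counts of miR-219 are too few to weigh, and no biological explanation was tested for either library.

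The changes of 2 miRNAs against 16 months differed between 10 and 12 months when these ages were compared directly. bta-mir-19b-2 was higher at 10 than at 12 months by 1.11 on the log2 scale (standard error 0.24, edgeR adjusted p = 0.0257 with Benjamini-Hochberg adjustment) and bta-mir-133a-2 by 1.15 (standard error 0.26, edgeR adjusted p = 0.0344). For bta-mir-19b-2 this became 0.75 without bull 3 (edgeR adjusted p = 0.236), and for bta-mir-133a-2 0.96 without bull 1 and 1.04 without bull 3 (edgeR adjusted p of 0.212 and 0.168). In all, 24 sequences had an adjusted p under 0.05 in this comparison, 11 higher and 13 lower at 10 months, 8 of them miRNAs. With library totals in place of TMM, which moved the median of all sequences to 0.52 on the log2 scale, 182 had, 180 higher and 2 lower, 79 of them miRNAs. 2 of the 8 splits that part all 4 pairs gave as many, and 8 splits cannot give a share under 0.05, so the ages and another grouping of the libraries cannot be told apart by this count. Without the bull as a block no sequence had an adjusted p under 0.05, with 258 at an unadjusted p of at most 0.05.

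For bta-mir-19b-2 at 10 vs 16 months, shared reads counted alike on both copies are argued against. The copies differed by 1.09 on the log2 scale (standard error 0.379, computed as if the copies were independent). Shared reads given to 1 copy alone stay open, since the handling of reads with several matches is not stated. A change of the whole cluster of bta-mir-19b-2 on the X chromosome by as much is argued against too. As a set, the other hairpins of the cluster gave an unadjusted p of 0.385 with fry, a rotation test on limma's model of all sequences. Their median log2 fold change was 0.04, with 3 of 5 higher. Among them, bta-mir-20b changed by -0.03 (standard error 0.23). bta-mir-18b changed by 0.37 (standard error 0.25), and by up to 0.82 with 1 bull left out. A smaller change of the cluster stays open. A difference in depth was not excluded. The hairpin was higher at 10 than at 12 months by the 1.11 given above, in 4 of 4 bulls, where the totals were not higher at 10 months (on average -59493 counts, lower in 2 of 4 bulls). Multiplied by the TMM factors, however, the totals were higher at 10 months in 4 of 4 bulls, so depth and age cannot be told apart by this comparison. After thinning of the 10 vs 16 months libraries to the smallest total, the log2 fold change was 0.79 to 1.28 over 10 draws, and the edgeR adjusted p was under 0.05 in 5 of 10 (median 0.0514). A separate single draw, not counted among these, gave 1.31 with an edgeR adjusted p of 0.00712. A criterion on the median of the 10 draws, at least 0.05 for depth, had been set before them and was narrowly met. It decides nothing, since thinning raises p by itself and leaves the expected shares of a library as they are. The call itself depends on the setting. Of 15 alternatives set beforehand, 8 gave an adjusted p under 0.05 and 7 gave 0.0740 to 1.00, among them edgeR's filterByExpr, the minimum of 10 counts in total, all 12 libraries in 1 fit and the fit without bull 1. The ratio of mean normalized counts is counted among the 8. It keeps the p of the main fit, so its adjusted p of 0.0114 could not change. An effect of age on this hairpin, a difference in depth, shared reads given to 1 copy alone and RNA from other cells remain open.

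Outside the miRNAs and tsRNAs, which the paper reports, 2 other transcripts at 10 vs 16 months and 4 at 12 vs 16 months had an adjusted p under 0.05 in edgeR's quasi-likelihood test. ENSBTAT00000059806.1 fell by 1.68 at 10 months on the log2 scale (standard error 0.28, edgeR adjusted p = 0.00558) and was lower in 4 of 4 bulls. ENSBTAT00000059605.1 was higher at 12 months by 1.26 (standard error 0.28, edgeR adjusted p = 0.0210) in 4 of 4 bulls, by 0.70 to 1.66 with each bull left out. ENSBTAT00000064017.1 fell by 2.66 at 12 months (standard error 0.51, edgeR adjusted p = 0.00338) but was lower in 2 of 4 bulls. Its value is decided by bull 1, with 178 counts at 16 months where the other bulls had 3 or 4, and without bull 1 its log2 fold change was 0.33. For the adjusted counts, 1 of the 8 splits that part all pairs gave as many as the 3 sequences at 10 vs 16 months, the real one, and 2 of 8 gave as many as the 4 at 12 vs 16 months, which cannot be told apart from another grouping with 8 splits. Up to 3 and up to 1 sequences had an adjusted p under 0.05 in 20 simulated contrasts of unchanged groups.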

How the results depend on the processing

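The alternatives were set before the data were examined, except refitting without the 10 most abundant sequences and thinning to the smallest total, which were chosen after seeing the data. The cause of the changes was not tested unless stated.

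The 24 named sequences were refitted 391 times. The unadjusted p stayed at most 0.05 in 341 fits and did not in 50. The fold change threshold and the adjusted p were not part of this count. It therefore includes bta-mir-2405, whose fold change was under the minimum in the main fit. Fits that dropped a sequence were left out, and filterByExpr kept 18 of the 24. The direction held in every fit, which the choice of these sequences on the same libraries largely fixes. The 15 the paper calls were chosen by its fold change and p, and the others partly for 1 direction in 4 of 4 bulls. Of the 15 sequences the paper calls, between 7 and 15 passed its thresholds under each setting.

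Without the replicate block, 97 sequences and 22 miRNAs passed the fold change and p thresholds at 10 vs 16 months, against 171 and 52 with it. Sequences with an adjusted p under 0.05 numbered 0 at 10 vs 16 (miRNAs 0), 0 at 12 vs 16 and 0 at 10 vs 12 months, with 111, 143 and 258 at an unadjusted p of at most 0.05. These calls depend on the block. The exact test without the block gave 94 sequences and 21 miRNAs at 10 vs 16 months, and 0 adjusted calls in both contrasts (miRNAs 0), with 94 and 125 past the fold change and unadjusted p thresholds. DESeq2 with the replicate block gave 93 sequences and 27 miRNAs at 10 vs 16 months, and 49 and 9 at 12 vs 16 months with 0 adjusted calls and 61 at an unadjusted p of at most 0.05. DESeq2 without the block gave 63 sequences and 15 miRNAs at 10 vs 16 months and 75 and 15 at 12 vs 16 months, with 0 adjusted calls (miRNAs 0) and 70 and 79 at an unadjusted p of at most 0.05.

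With all 12 libraries in 1 fit, 1 sequence at 10 vs 16 months (miRNAs 0) and 0 at 12 vs 16 months had an adjusted p under 0.05, with 266 and 224 at an unadjusted p of at most 0.05. The minimum of 10 counts in total gave 0 (miRNAs 0) and 0, with 269 and 172 unadjusted. filterByExpr gave 0 (miRNAs 0) and 0, with 234 and 131 unadjusted, and 15 miRNAs past the fold change and p thresholds at 12 vs 16 months. With the miRNAs alone, 11 had an adjusted p under 0.05 at 10 vs 16 months, where fewer sequences were tested.

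Library totals in place of TMM moved the median log2 fold change of all sequences to 0.08 at 10 vs 16, -0.44 at 12 vs 16 and 0.52 at 10 vs 12 months. At 12 vs 16 months 810 sequences then passed, 9 higher and 801 lower against 101 and 49, with 195 miRNAs and 0 adjusted calls (852 unadjusted). At 10 vs 16 months 180 were higher and 31 lower against 111 and 60, with 9 adjusted calls, 2 of them miRNAs. At 10 vs 12 months 182 had an adjusted p under 0.05. This shift also turned the direction of sets. In the 12 vs 16 months contrast the fry adjusted p was 0.384 for epithelium, 0.518 for germ cells and for mir-17-92, 0.376 for let-7 and for the mir-2284 and mir-2285 family and 0.510 for striated muscle, all now lower, and 0.00229 for stroma and 0.0332 for pluripotency. At 10 vs 16 months let-7 (0.977) and the mir-2284 and mir-2285 family (0.873) turned direction.

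With camera's preset correlation of 0.01, epithelium (adjusted p 0.00797), striated muscle (0.0181) and mir-17-92 (0.0423) were called at 10 vs 16 months, and none of these calls held under fry with TMM.

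The 4 fits that each left out one bull gave from 150 to 290 sequences and from 51 to 90 miRNAs past both thresholds at 10 vs 16 months. Adjusted calls ranged from 1 to 47 (miRNAs 0 to 14) at 10 vs 16, from 1 to 15 (miRNAs 0 to 2) at 12 vs 16 and from 9 to 288 at 10 vs 12 months. For the sets, fry adjusted p values at 10 vs 16 months ranged from 0.0194 to 0.363 for mir-17-92, from 0.375 to 0.982 for let-7, stroma and pluripotency, and from 0.501 to 0.982 for germ cells. Those at 12 vs 16 months ranged from 0.790 to 0.983 for red blood cells, germ cells, let-7, white blood cells and pluripotency, from 0.849 to 0.983 for mir-17-92 and striated muscle, and from 0.849 to 0.981 for the mir-2284 and mir-2285 family. Let-7 and stroma changed direction without bull 2, and germ cells and pluripotency without bull 4, at 10 vs 16 months. In the other contrast, let-7 and the mir-2284 and mir-2285 family changed direction without bull 1, red and white blood cells without bull 3, and striated muscle, germ cells, pluripotency, mir-17-92 and let-7 without bull 4.

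With the 10 most abundant sequences left out of the shares, the tsRNA share at 12 vs 16 months was 0.518 percentage points higher, against -0.465 with them. It was then higher in 3 of 4 bulls (exact two-sided permutation test, p = 0.25), and by 0.133 percentage points without bull 3. DESeq2's size factors in edgeR and the ratio of mean normalized counts moved none of the counts of calls by over 1.5 times. The ratio keeps the p of the main fit, so it could not move the adjusted calls.

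Thinning all libraries of a contrast to the smallest total, in a single draw, left 115 of 171 sequences (67.3%) past both thresholds in the same direction at 10 vs 16 months and 80 of 150 (53.3%) at 12 vs 16 months. Of the sequences the paper calls, 6 had fewer than 10 counts on average per library.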

Differences from the paper's values

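At the paper's thresholds, 39 miRNAs were higher at 10 than at 16 months, against the paper's 2. None of the alternatives set before the data were examined closed this gap, and the nearest, DESeq2 without the replicate block, gave 11. The paper used DESeq, which was not among the alternatives, here or for the counts below. In the authors' deposited comparison, 6 miRNAs passed both thresholds at 10 vs 16 months and 8 at 12 vs 16 months, as many as the paper calls. The gaps therefore lie between that comparison and the fits made here.

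For miRNAs lower at 10 than at 16 months the count was 13, against the paper's 4. DESeq2 without the replicate block gave 4 and edgeR's exact test without it gave 6. The match is of counts, since both leave out bta-mir-148a and bta-mir-2405, which the paper calls. The other alternatives set before the data were examined did not close the gap, and gave from 2 with DESeq2 and the block to 31 without bull 1.

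At 12 vs 16 months, 12 miRNAs were higher, against the paper's 3. DESeq2 without the replicate block gave 4, which include the 3 of the paper, and the other alternatives set before the data were examined did not close the gap. The miRNAs lower at 12 months numbered 16, against the paper's 5. DESeq2 with the replicate block gave 4, again a match of counts, since it leaves out bta-miR-219, bta-miR-2334 and bta-mir-302a, and the others did not close the gap. The tsRNAs higher at 12 months numbered 2, against the paper's 1. The edgeR fit without the replicate block, DESeq2 with the block, and the fit without replicate 4 gave 1 each, and the others did not. With DESeq2 and the block it is SeC(e)TCA, the one the paper calls, and in the fits without the block and without replicate 4 it is SerACT.

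Of the 15 sequences the paper calls, bta-mir-2405 was not called here. Its fold change was -1.48 (the paper's value is -1.52). It passes both thresholds with no replicate block, with the ratio of mean normalized counts, which calls 15 of 15, and in the fits without replicate 1, 2 and 4.

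The Discussion gives the numbers of upstream regulators for the contrasts the other way round from the Results. Tables S7 and S8 list 3 at 10 vs 16 months and 4 at 12 vs 16 months.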

Other observations

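The thinning over 10 draws, the thinning by 1 fraction, and the counts behind the called miRNAs were tested only after results had been seen.

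The number of calls was set against other groupings of the same libraries. Only splits that part all 4 pairs of a bull compare with the real one, and there are 8, too few for a share under 0.05. At 10 vs 16 months, 1 of 8, the real split, gave as many as 171 sequences past both thresholds, and 3 of 8 gave as many as 52 miRNAs. At 12 vs 16 months, 6 of 8 gave as many as 150 sequences and 7 of 8 as many as 28 miRNAs. The ages and another grouping cannot be told apart by these counts with 8 splits. The 24 splits that keep 2 pairs together differ, with medians of 222.5 and 201.5 sequences past both thresholds. The 150 sequences at 12 vs 16 months also lie within the range of simulated unchanged groups, 122 to 173, and the 171 at 10 vs 16 months lie above 107 to 148. For a slope over the 3 ages no sequence had an adjusted p under 0.05, with 193 at an unadjusted p of at most 0.05. Of 100 orders of the ages drawn within bulls, 56 gave as many as 193 (median 196.5), so other orders gave as much. For the adjusted count the same test is void, since each order gives at least 0 and 100 of 100 do so by construction.

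Whether depth lies behind part of the calls stayed open. The total was higher at 12 than at 16 months in 4 of 4 bulls. Between 10 and 16 months no difference was shown, with 598177 counts on average, 109091 without bull 2 and 1038331 without bull 3. The counts on miRNAs alone had another pattern. At 12 vs 16 months they differed by -11377 on average, higher in 2 of 4 bulls (exact two-sided permutation test, p = 0.875). At 10 vs 16 months they differed by 36646, higher in 3 of 4 bulls (exact two-sided permutation test, p = 0.25). The totals therefore do not stand for the depth of the miRNAs. The criterion set before the test was that under 66.7% of the sequences past both thresholds would stay past them once all libraries had the smallest total. A single draw gave 67.3% at 10 vs 16 months and 53.3% at 12 vs 16 months. Over 10 draws the median was 63.2% (57.9 to 69.0) and 50.0% (42.7 to 57.3), under the criterion in both contrasts. As a control for the noise that thinning adds, thinning every library by 1 fraction to the same number of counts in all, which keeps the difference in depth, kept a median of 73.1% (67.3 to 77.2) and 65.0% (60.7 to 68.7). At 12 vs 16 months the control is also under the criterion, so meeting it does not point to depth there, and at 10 vs 16 months a difference in the totals was not shown. Noise of the kind the control adds is argued against as the whole cause of the loss, since the control kept more. Thinning to 1 total thins the libraries with the largest totals hardest, and the sequences were chosen on the unthinned counts. It also matches the totals only. The TMM factors were 0.754 to 0.834 at 12 months and 0.848 to 1.31 at 16 months. Equal totals are therefore not equal once multiplied by these factors. Depth and other causes of these calls cannot be told apart by thinning. A few abundant sequences were not excluded either. With the 10 most abundant left out, 94.7% and 98.7% of the calls stayed, but under TMM the median log2 fold change of all sequences then was 0.02 in each contrast, close to that with them, so this could hardly have changed the calls. An effect of age remains open.

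RNA from other cells in semen may contribute to the miRNA changes. None of 5 sets of somatic markers moved as a set under fry with TMM, with a smallest adjusted p of 0.276 at 10 vs 16 months (epithelium, median log2 fold change 0.26, 5 of 6 hairpins higher) and 0.909 at 12 vs 16 months. Other settings called some of them. With camera's preset correlation the adjusted p at 10 vs 16 months was 0.00797 for epithelium and 0.0181 for striated muscle, and under fry with library totals, which shift all sequences, it was 0.00229 for stroma at 12 vs 16 months. A lack of a call does not exclude a small share of such cells, so this and a change in sperm cannot be told apart with 2 to 6 hairpins per set. Every listed hairpin of these sets was detected. The most abundant of the epithelial set, bta-mir-429, had 522 counts on average per library and a log2 fold change of 0.83 (standard error 0.22) at 10 vs 16 months. The most abundant of the striated muscle set, bta-mir-133b, had 5453 counts and 0.60 (standard error 0.23), and of the stroma set, bta-mir-145, had 1665 counts and -0.42 (standard error 0.30). For red and white blood cells, bta-mir-144 had 1217 counts and 0.91 (standard error 0.25), and bta-mir-150 had 478 counts and 0.14 (standard error 0.20). At 10 vs 16 months the adjusted p was 0.588 for red blood cells, 0.309 for white blood cells and for striated muscle, and 0.620 for stroma. The striated muscle set holds bta-mir-133a-2, which the study picked from these libraries. Of the other sets, germ cells gave 0.778, pluripotency 0.620, mir-17-92 0.0726, the mir-2284 and mir-2285 family 0.588 and let-7 0.644. The mir-17-92 set includes bta-mir-19b-2, which lies in another cluster. The adjusted p at 12 vs 16 months was 0.909 for red and white blood cells, epithelium, striated muscle, stroma, pluripotency, mir-17-92 and the mir-2284 and mir-2285 family, 0.924 for germ cells and 0.955 for let-7. The germ cell set holds bta-mir-34b and the pluripotency set bta-mir-302a, both picked by the study from these libraries.

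The log2 fold changes of the contrasts correlated with r = 0.273 across 3442 sequences, which are not independent replicates. Unchanged groups simulated against the same 16-month libraries gave 0.473 to 0.537 in 100 simulations, so the shared control alone would give a higher value than the one seen. With a mean of at least 1 count the correlation was 0.398, against 0.435 to 0.558. What lowers it was not tested.

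Whether reads shared between copies of a hairpin drive the changes stayed open. Copies of 1 hairpin correlated with r = 0.144 over 77 pairs at 10 vs 16 months, where 91 of 1000 random lists matched on mean count gave as much, and with r = -0.047 over 67 pairs at 12 vs 16 months. Sampling noise at low counts would hide a moderate correlation, so shared reads and separate changes cannot be told apart here.

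The sequences the paper calls at 12 vs 16 months had a median of 7.25 counts on average per library, at the 10.8th percentile of 10000 random lists of miRNAs and tsRNAs, which leaves open whether few counts lie behind these calls. At 10 vs 16 months the median was 59.6, at the 89.8th percentile, which argues against it there. A change of the whole family of miR-34 and miR-449 with bta-mir-34b at 12 months is argued against. The other hairpins gave an unadjusted p of 0.551 with fry as a set, and most of them were lower, 5 of 6. The count depends on single bulls, with 3 of 6 lower without bull 2 and 4 of 6 without bull 1. With 1 bull left out, the unadjusted p with fry ran from 0.0411 (without bull 4) to 0.891 (without bull 2). The direction of the set was lower in each of these fits.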
